A study of Mus musculus with 6 samples. Its data were reported in "Aberrant lipid metabolism in macrophages is associated with granuloma formation in sarcoidosis" (2024).

How the data were processed

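Single-cell RNA-seq was made from CD45-sorted skin cells of 6 mouse samples, 3 labelled Tsc2 KO and 3 labelled Tsc2 WT. Per the labels, each sample is a 10x Genomics 3' library that counts unique molecular identifiers (UMIs), so that reads copied from the same RNA molecule count once. The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger 5.0.1 against the mouse genome GRCm38 (mm10), as the submitters' processing notes give it. No normalized values and no cell annotation were used here, and the cell classes were rebuilt from the counts. The labels name a single kit version for every library, while the study's methods name different versions for its sampling years, and which libraries came from which year is not given in the sources used here. The sample titles fall into 2 series, 10x (Tsc2 KO 1 and Tsc2 WT 1) and SrcX (the other 4 libraries), and the title series was used as the batch. The study's methods state how many cells were sorted and that each suspension was processed on its own, with 3 samples per genotype, but not how many cells were sequenced. The replicate numbers follow the order of deposition and pair no samples.

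Each library listed 32285 genes. The smallest UMI total of any barcode was 500 or 501 in every library, so that a lower limit on UMIs adds no barcode. Barcodes with at least 500 UMIs, at least 300 genes and under 10% mitochondrial counts were kept. Doublets were scored per library with scrublet (scanpy 1.11.5). The automatic threshold of scrublet marked between 0 and 0.217% of the barcodes of a library and was taken to have failed. In its place the highest-scoring barcodes were left out, 0.8% per 1000 barcodes of the library, which removed 11, 215 and 254 cells from Tsc2 KO 1, 2 and 3 and 6, 179 and 224 from Tsc2 WT 1, 2 and 3. For clustering, counts were scaled to 10000 per cell and logged, 2000 variable genes were chosen across batches and scaled within each batch, and Leiden clusters were drawn at resolution 1 from 30 principal components and 15 neighbours (anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). A cluster was named after the class with the most detected markers among 18 classes with fixed markers. It stayed unnamed with under 3 detected markers, or where its 10 leading genes held more markers of another class. A T cell-like cluster also needed a Cd3 gene in at least 30% of its cells. That limit was raised from 10% after the detection of Cd3 genes per cluster was seen and before any comparison of the groups. It left out a cluster with a Cd3 gene in 10.1% of cells, led by genes such as Il5 and Gata3. A further cluster with most markers of T cells, led by genes such as Cd69 and Il13, had a Cd3 gene in 12.7% of cells. It stayed unnamed because its 10 leading genes held more markers of another class. The share of these 2 clusters per group is given with the other shares. Immune clusters were those named as an immune class, and unnamed clusters with Ptprc, which encodes CD45, in at least 20% of cells.

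Counts were summed per library and class, for classes with at least 20 cells in at least 2 libraries of each group, and tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, filterByExpr, a quasi-likelihood F test with batch and genotype as terms, and Benjamini-Hochberg adjustment at 0.05. Fibroblast-like, endothelial-like and mural-like cells passed in the SrcX libraries alone, so that their tests compare 2 libraries with 2 and hold no batch term. Mast cell-like cells passed in Tsc2 KO 1 but not in Tsc2 WT 1, which held 6 of them. The batch term takes up Tsc2 KO 1, so that their test also compares 2 libraries with 2. Log2 fold changes are KO against WT and two-sided. Their standard errors (SE) were computed as the size of the log2 fold change divided by the square root of the F statistic. CPM values scale the counts of a gene to the total counts of the class in a library, adjusted by the TMM factors, and are given as mean ± SD. The labels do not say that the libraries came from separate animals. The study describes paw and tail skin from age-matched female KO mice and control littermates, with n = 3 each. The p-values measure the spread between these libraries. Gene lists were tested with camera (limma 3.58.1) on the edgeR fit with the preset correlation of 0.01, adjusted over all 34 lists, and again with an estimated correlation. With an estimated correlation, camera refers its statistic to the residual degrees of freedom of the libraries. These are few, so that this version has little power here. Camera asks whether the members of a list moved relative to all other genes tested. Fry, which asks whether the members of a list moved one way on balance, was run as a description. The difference of the genotype effect between classes was tested in edgeR as an interaction, with library as a block. Shares of cells were compared with an exact two-sided permutation test of the difference in means over the 20 assignments of 3 against 3 libraries, whose smallest p is 0.1, so that no share can pass 0.05. The shares of 8 immune classes were adjusted together. Cells with a UMI of 2 named genes were counted after thinning each cell to 1000 UMIs, leaving out cells with fewer. For the tests of genes and lists in cells picked by Cd68 and Adgre1 UMIs, the cells were picked from all kept cells, whatever their class, without thinning. Intervals of shares are exact 95% binomial intervals, and a share of 0 is given with the limit that 3 counts allow. These cover counting error only.

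The lists, the class markers and the rule for the genes named were fixed before the data were examined. The rule names Tsc2 and Itgax; 18 genes named by the study; in macrophage/monocyte-like cells the 10 genes with the largest and the 10 with the smallest log2 fold change among genes with adjusted p under 0.05, an average log2 CPM of at least 5 and the same direction in both batches, leaving out predicted genes; up to 4 members with the smallest p of each list; and in each other class the 3 higher and 3 lower genes with the smallest p. Positions are from the GENCODE release 21 annotation of GRCm38, in which all 176 named genes matched by identifier and symbol. The tests were tested on simulated data with 200 changed genes, drawn from the means and library sizes of the real libraries with a dispersion of 0.1. In the simulated macrophage/monocyte-like comparison over 9815 genes, 1.52% of genes changed 1.5-fold, 14.5% of genes changed 2-fold and 77.3% of genes changed 4-fold were recovered, with 3 unchanged genes called. In the simulated interaction over 10479 genes, 29.5% of genes changed 4-fold were recovered.

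Alternatives fixed before the data were examined were DESeq2's size factors, DESeq2 1.42.0 in place of edgeR, no filter on low counts, no batch term, the SrcX libraries alone, each library left out in turn, doublets kept, cell filters at 200 UMIs, 200 genes and 20% mitochondrial counts or at 1000 genes and 5%, Leiden resolutions 0.5 and 2, scaling over all cells, the same number of cells from every library, an estimated correlation, clusters with more macrophage than monocyte markers, cells picked by a UMI of both Cd68 and Adgre1, other denominators and other thinning, and other classes in the interaction. Further alternatives, chosen after seeing the data, put the 2 Cd3-low clusters into the T cell class counted Langerhans-like, mast cell-like, NK/ILC-like and Cd3-low cells by pairs of genes, and thinned to 500 UMIs. Pairs of libraries shared at most 14 barcodes, and the chi-square per degree of freedom between their gene totals was between 3.66 and 136, so that no library appears to be another deposited again. The study's human data, imaging and mouse treatment experiments were not analysed here. Some genes that the rule names are not reported here. Sums used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.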

Results

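The libraries hold UMI counts of 32285 genes in cells from mouse skin that were sorted for CD45, a surface protein of immune cells. In the 3 Tsc2 KO libraries, Cre recombinase under the CD11c promoter deletes a floxed Tsc2 gene in cells that express CD11c. The 3 Tsc2 WT libraries come from mice with the floxed gene alone. Tsc2 encodes tuberin, which restrains the kinase complex mTORC1, and the study uses the knockout as a mouse model of sarcoidosis, a disease of granulomas. The files held 1191, 5517 and 5826 barcodes for Tsc2 KO 1, 2 and 3, with 6048676, 24164150 and 24703699 UMIs. They held 920, 5195 and 5718 barcodes for Tsc2 WT 1, 2 and 3, with 3054121, 21168424 and 22538397 UMIs. After the filters 1081, 4656 and 5035 cells were left in Tsc2 KO 1, 2 and 3, and 801, 4495 and 5025 in Tsc2 WT 1, 2 and 3. Tsc2 KO 1 and Tsc2 WT 1 form the 10x batch and the other 4 libraries the SrcX batch. Despite the sort, immune cells made up 97.8% and 93.6% of the kept cells in the 10x libraries and between 65.6% and 72.0% in the SrcX libraries. Keratinocyte-like cells made up 10.6% and 10.7% of Tsc2 KO 2 and 3 and 16.7% and 19.5% of Tsc2 WT 2 and 3, and fibroblast-like cells 20.1% and 14.7% against 8.77% and 5.95%.

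The first question was whether the targeted gene differed. Tsc2 (ENSMUSG00000002496, protein-coding, chromosome 17, 24595816 to 24632630, minus strand, GRCm38) had few counts in macrophage/monocyte-like cells, 18, 39 and 30 in Tsc2 KO 1, 2 and 3 and 4, 19 and 19 in Tsc2 WT 1, 2 and 3. Its level was 5.83 ± 0.899 CPM in KO and 7.53 ± 1.72 CPM in WT (SD, n = 3 each), a log2 fold change of −0.44 ± 0.30 (SE; edgeR adjusted p = 0.245), while Tsc2 in macrophage/monocyte-like cells picked by Cd68 and Adgre1 UMIs was at −0.997 (edgeR adjusted p = 0.0290). In dendritic-like cells, which express more CD11c, Tsc2 stood at 5.94, 4.86 and 6.17 CPM in the KO libraries and 11.7, 7.69 and 9.29 CPM in the WT libraries, with a log2 fold change of −0.60 ± 0.35 and an edgeR adjusted p of 0.320. The counts come from the 3' end of the transcript, which may lie outside the deleted part, so that these values check neither the deletion nor the labels. Itgax (ENSMUSG00000030789, chromosome 7, 128129547 to 128150657), which encodes CD11c, was next. Itgax in macrophage/monocyte-like cells rose in KO from 17.5 ± 12.1 to 44.7 ± 13.9 CPM (log2 fold change 1.18 ± 0.28, edgeR adjusted p = 0.00517), but not in cells picked by Cd68 and Adgre1 UMIs, where the log2 fold change was −0.09, nor without a batch term (1.13, edgeR adjusted p = 0.0894). In dendritic-like cells Itgax fell, from 106 ± 4.46 CPM in WT to 48.7 ± 16.8 CPM in KO (log2 fold change −0.98 ± 0.19, edgeR adjusted p = 0.00867).

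Of the 8 immune classes compared, mast cell-like, NK/ILC-like and Langerhans-like cells had shares that did not overlap between the groups, and neither did those of a pair of unnamed clusters with few Cd3 UMIs, which are given below and differed by −15.7 points. Mast cell-like cells, which hold the proteases of skin mast cells, were 20.9% ± 15.3 of immune cells in KO and 1.79% ± 0.862 in WT (SD, n = 3 each; exact permutation p = 0.1, adjusted p = 0.267 over 8 classes). The NK/ILC-like class, led by granzymes such as Gzma, was 3.99% ± 2.39 in KO and 0.325% ± 0.181 in WT (exact p = 0.1, adjusted p = 0.267). Its fixed markers include Il5 and Il13, but the unnamed clusters led by these genes are not in it. Those clusters moved the other way, so the rise need not hold for innate lymphoid cells (ILC) as a whole. Langerhans-like cells, the Cd207-bearing antigen-presenting cells of the epidermis, were 0.219% ± 0.302 in KO and 3.40% ± 2.48 in WT (exact p = 0.1, adjusted p = 0.267). Each of these differences had the same sign in both batches. KO minus WT was 2.42 points in the 10x and 27.4 points in the SrcX batch for mast cell-like cells, 0.697 and 5.14 points for NK/ILC-like cells and −5.70 and −1.93 points for Langerhans-like cells. An exact p of 0.1 is the smallest that 3 against 3 libraries can give. Mast cell-like cells had a median of 912 UMIs in KO and 732 in WT, close to the minimum of 500, so that their share depends on the depth and the filter. With at least 1000 genes and under 5% mitochondrial counts per cell required, the difference was 1.56 points.

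The share of macrophage/monocyte-like cells was 30.6% ± 11.2 of immune cells in KO and 25.1% ± 2.77 in WT (exact permutation p = 0.6, adjusted p = 0.686). This difference did not hold within batches: KO minus WT was 18.5 points in the 10x and −0.977 points in the SrcX batch. It also depended on the processing, at 21.5 points with the strict cell filter (exact p = 0.1) and 1.32 points with scaling over all cells (exact p = 0.8). T cell-like cells were 26.9% ± 19.7 in KO and 36.0% ± 19.2 in WT (exact p = 0.6), with KO minus WT at −9.24 points in the 10x and −9.03 points in the SrcX batch, and at 1.83 points without Tsc2 WT 1. Dendritic-like cells were 14.7% ± 10.2 in KO and 15.02% ± 7.86 in WT (exact p = 0.9), with KO minus WT at −3.07 points in the 10x and 1.09 points in the SrcX batch. Neutrophil-like cells were 0.708% ± 0.206 and 0.915% ± 0.519 (exact p = 0.6), with KO minus WT at 0.357 points in the 10x and −0.489 points in the SrcX batch. Basophil-like cells were 3 of 3053 immune cells of Tsc2 KO 2 and 22 of 3526 of Tsc2 KO 3, and none were found in the other 4 libraries (exact p = 0.4), where the upper 95% limits of the exact binomial interval were between 0.102% and 0.491%. The 2 clusters with few Cd3 UMIs, led by Il5, Il13 and Gata3, held 1.46% ± 1.25 of immune cells in KO and 17.1% ± 11.3 in WT, without overlap (exact p = 0.1, a comparison added after seeing the data), with KO minus WT at −3.55 points in the 10x and −21.8 points in the SrcX batch.

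**Figure D1:**
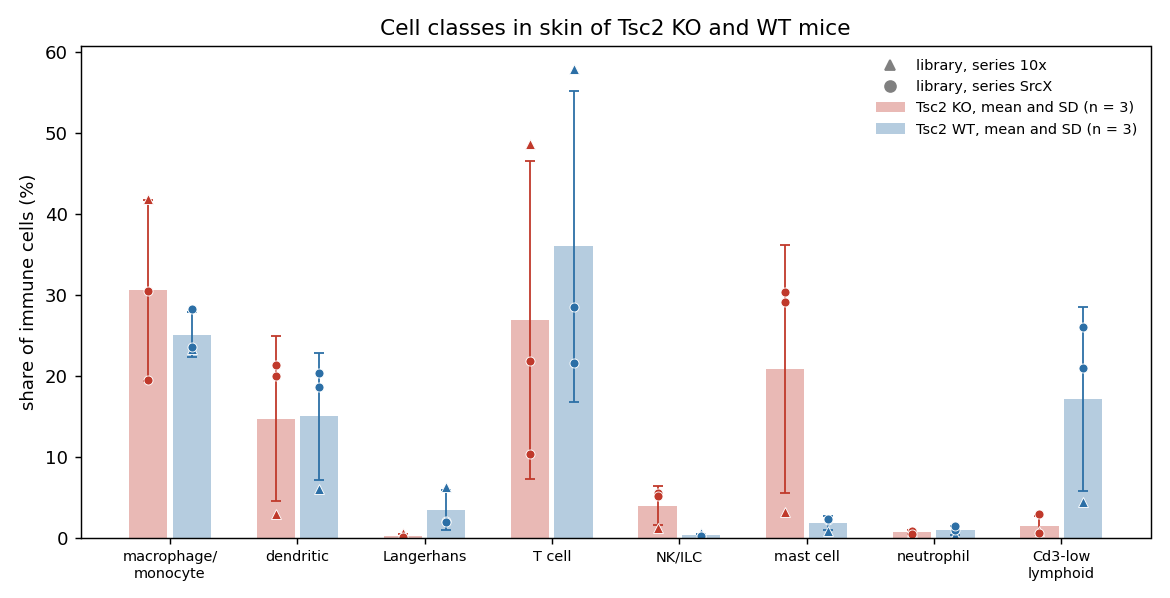
Share of immune cells (%, y axis) in each cell class (x axis) for Tsc2 KO (red) and Tsc2 WT (blue); bars and whiskers are the mean and SD of 3 libraries and each point is a library, with triangles for the 10x and circles for the SrcX batch. Mast cell-like cells stood at 20.9% in KO against 1.79% in WT and Langerhans-like cells at 0.219% against 3.40%, with no overlap between the groups.

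The study describes granuloma-associated macrophages in KO skin, a population expressing Cd68, Adgre1, Mertk and Fcgr1 that it did not find in WT skin. A count of cells by a pair of genes takes in other macrophages too, so it cannot test that absence. Among the clusters drawn here, the one led by Gpnmb, Selenop and Trem2 held 1135 KO cells, 2 of them from Tsc2 KO 1, and 3 WT cells. Whether this cluster is the study's population was not tested. Cells with a UMI of both Cd68 (ENSMUSG00000018774, chromosome 11, 69664213 to 69666153) and Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527) were found in every library. After thinning to 1000 UMIs they were 4.10% ± 2.29 of kept cells in KO and 1.89% ± 0.735 in WT (SD, n = 3 each), a difference of 2.21 points without overlap (exact permutation p = 0.1), which was 4.08 points in the 10x and 1.28 points in the SrcX batch and 0.891 points without Tsc2 KO 1. Thinning left out 1648 KO and 1040 WT cells. Without thinning the shares were 18.1% ± 7.30 and 8.39% ± 3.74, also without overlap. Thinned to 2000 UMIs they overlapped, at 11.0% ± 4.66 and 5.26% ± 3.09, and likewise thinned to 500 UMIs, a depth added after seeing the data, at 1.40% ± 0.314 and 0.711% ± 0.466 (exact permutation p = 0.2 in both). T cell-like cells, which should lack both transcripts, gave 0 of 1429 cells in KO, which allows a share of up to 0.210%, and 0 of 1997 cells in WT, which allows up to 0.150%; their median depths were 2022 and 2090 UMIs. Within macrophage/monocyte-like cells the thinned shares were 13.2% ± 2.07 in KO and 9.43% ± 1.58 in WT (exact permutation p = 0.2). In that class Cd68 rose from 535 ± 205 to 2029 ± 161 CPM (log2 fold change 1.92 ± 0.24, edgeR adjusted p = 0.000107), while Adgre1 stood at 250.2 ± 35.1 CPM in KO and 248 ± 39.5 CPM in WT (log2 fold change −0.05 ± 0.17, adjusted p = 0.814). Mertk, a receptor for apoptotic cells, rose from 10.7 ± 2.92 to 44.7 ± 23.2 CPM (log2 fold change 2.04 ± 0.22, adjusted p = 4.11e-05), and Fcgr1, which encodes CD64, was at 27.5 ± 7.23 and 35.8 ± 9.62 CPM (log2 fold change −0.35 ± 0.24, adjusted p = 0.241).

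In KO macrophage/monocyte-like cells, several lists of lipid handling, lysosomes and energy metabolism rose and lists of inflammation, interferon responses and resident macrophages fell by camera with the preset correlation, while 0 of 34 lists passed with an estimated one. That version has little power with these libraries, so its lack of calls does not show that correlation among members made the calls. For glycolysis the estimated correlation of −0.0023 lay below the preset one, yet the unadjusted camera p went from 0.00044 to 0.031. Among the called lists only glycolysis and granuloma, matrix and fusion (−0.0029) had an estimated correlation below 0.01. It was 0.286 for lipid-associated macrophage genes, 0.346 for cholesterol biosynthesis and 0.612 for oxidative phosphorylation, so the preset p of such lists may be too small. Splits of the libraries that mix the genotypes gave between 8 and 21 lists with the preset correlation. Fatty acid synthesis, the pentose phosphate pathway and mTORC1 signalling were among the lists not called. Of 10009 genes tested with edgeR, 2484 were higher and 2419 lower in KO. The groups were spread differently over the clusters of the class, and so were the batches. A cluster led by Gpnmb, Selenop and Trem2 held 2 of 442, 663 of 929 and 470 of 687 cells in Tsc2 KO 1, 2 and 3 and 3 of 1932 WT cells (0.155%), so that this cluster was nearly absent from the 10x KO library. Cells with Gpnmb were not absent from that library. Cells of the class with Cd68 and Gpnmb UMIs, a pair chosen after seeing the data, were counted after thinning to 1000 UMIs. Their share was 38.6 points higher in KO in the 10x and 54.4 points higher in the SrcX batch. A cluster led by Rsad2, Ccl4 and Tnf held 312 KO cells (15.2%) and 1198 WT cells (62.0%). A cluster led by Cxcl13, F13a1 and Lyve1 held 171 KO cells (8.31%) and 648 WT cells (33.5%), and a cluster led by Fxyd2 and Lyz1 held 440 and 83 cells, nearly all from the 10x batch, with 435 of the 442 cells of Tsc2 KO 1. KO cells of the class had a median of 6536.5 UMIs and WT cells 1913. With no batch term 1277 genes were higher and 1209 lower, and with the same number of cells from every library 1317 and 1363. Without Tsc2 WT 2, 1583 genes were higher.

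Of the lipid genes that the study names for these mice, 10 of 13 rose. Ebp, a sterol isomerase of cholesterol synthesis (ENSMUSG00000031168, chromosome X, 8185329 to 8193512), rose from 32.7 ± 8.45 to 84.2 ± 9.61 CPM (SD, n = 3 each; log2 fold change 1.36 ± 0.18, adjusted p = 0.000179). Ethe1, a mitochondrial sulfur dioxygenase (ENSMUSG00000064254, chromosome 7, 24587543 to 24608925), rose from 42.8 ± 12.1 to 87.1 ± 11.7 CPM (1.04 ± 0.21, adjusted p = 0.00189), and Msmo1, a sterol oxidase (ENSMUSG00000031604, chromosome 8, 64718139 to 64733792), from 33.8 ± 11.7 to 88.5 ± 32.5 CPM (1.19 ± 0.29, adjusted p = 0.00556). Aldoc, a glycolytic aldolase, rose by 3.23 ± 0.32 and Mvk, mevalonate kinase, by 2.63 ± 0.45 on the log2 scale. The sterol enzymes Nsdhl, Dhcr7, Cyp51 and Sqle rose by 1.91 ± 0.34, 1.59 ± 0.28, 1.24 ± 0.31 and 0.9970 ± 0.37, the last with an adjusted p of 0.0444. Lpin1, which makes diacylglycerol, rose by 0.67 ± 0.23 (adjusted p = 0.0301). Srebf1, a transcription factor of lipid synthesis, was at 0.12 ± 0.21 (adjusted p = 0.665) and Hmgcs1, an enzyme at the start of cholesterol synthesis, at 0.47 ± 0.28 (adjusted p = 0.179). Marco, a scavenger receptor, had 8, 0 and 0 counts in Tsc2 KO 1, 2 and 3 and 7, 0 and 0 in Tsc2 WT 1, 2 and 3 and did not pass the filter in this class. In dendritic-like cells Marco was at 14.9 ± 17.2 CPM in KO and 41.1 ± 52.8 CPM in WT (edgeR adjusted p = 0.867). With each library left out in turn, the edgeR adjusted p of Lpin1 in macrophage/monocyte-like cells was 0.0748, 0.102, 0.107 and 0.202 without Tsc2 KO 2, Tsc2 KO 3, Tsc2 WT 2 and Tsc2 WT 3. That of Sqle in macrophage/monocyte-like cells was 0.119, 0.190, 0.135, 0.0571 and 0.0746 without Tsc2 KO 1, Tsc2 KO 3, Tsc2 WT 1, Tsc2 WT 2 and Tsc2 WT 3. Hmgcs1 in macrophage/monocyte-like cells passed without Tsc2 KO 2 (0.0270). Adjusted over the list alone, 10 rose as well. The median log2 fold change was 1.19 (camera adjusted p = 0.00107, and adjusted p = 0.236 with an estimated correlation). The study picked part of this list from these samples, which makes neither count independent evidence of its direction.

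**Figure D2:**
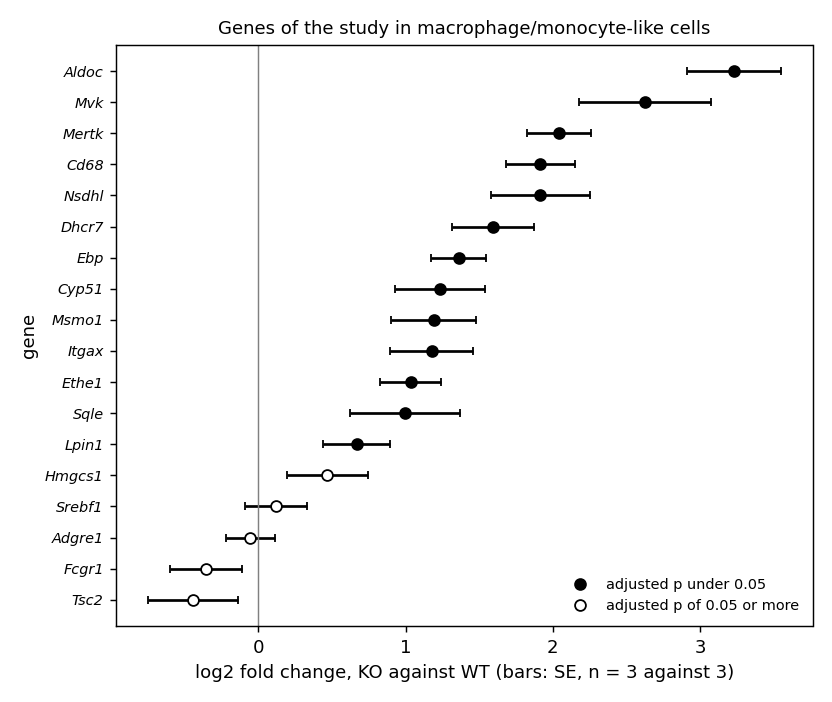
Log2 fold change of KO against WT (x axis) in macrophage/monocyte-like cells for Tsc2, Itgax and genes named by the study (y axis), with SE as bars and n = 3 libraries per group; filled points have an edgeR adjusted p under 0.05. Aldoc lies highest at 3.23 and Tsc2 lowest at −0.44.

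The study also names lipid genes of patient macrophages, which were chosen on human cells. Of these 14, 8 rose and 2 fell, over all genes and adjusted over the list alone, with a median log2 fold change of 1.02 (camera adjusted p = 0.0258, and adjusted p = 0.526 with an estimated correlation). Scd2, a fatty acid desaturase, rose from 10.9 ± 2.09 to 73.0 ± 18.2 CPM (2.65 ± 0.25), and Mylip, a ubiquitin ligase, fell by 1.02 ± 0.19. The call was lost without Tsc2 KO 1 (median 0.75, adjusted p = 0.143), without Tsc2 WT 1 (median 0.74, adjusted p = 0.126) and in the SrcX libraries alone (median 0.55, adjusted p = 0.192). Of 24 genes of cholesterol biosynthesis, 13 rose and 1 fell, and 14 and 1 adjusted over the list alone (median 1.002, camera adjusted p = 0.000897, and adjusted p = 0.526 with an estimated correlation). Fdps, which makes farnesyl diphosphate (chromosome 3, 89093588 to 89101959), rose from 19.7 ± 8.91 to 128 ± 62.3 CPM (2.59 ± 0.24), and Mvd by 1.84 ± 0.25. Of 16 genes of fatty acid and glycerolipid synthesis, 3 rose and 3 fell in both counts, Scd2 and Elovl1 (0.90 ± 0.16) among the first and Acsl4 (−1.32 ± 0.16) and Elovl6 (−2.36 ± 0.52) among the second. Their median was −0.05 while camera pointed up (adjusted p = 0.874, and 0.910 with an estimated correlation). Of 16 genes of lipid uptake and storage, 9 rose and 3 fell in both counts (median 0.91, camera adjusted p = 0.0440, and adjusted p = 0.526 with an estimated correlation). Among them were the fatty acid carriers Fabp5 and Fabp4 at 4.26 ± 0.26 and 3.59 ± 0.38 and Olr1, a receptor of oxidized lipoprotein, at −3.88 ± 0.36. Of 12 genes of cholesterol efflux and LXR targets, 8 rose and 2 fell, and 8 and 3 adjusted over the list alone (median 0.83, camera adjusted p = 0.0273, and adjusted p = 0.605 with an estimated correlation). Apoe, a lipoprotein component, rose from 3083 ± 1679 to 25107 ± 13012 CPM (2.95 ± 0.51).

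The lipid-associated macrophage and the lysosome lists, which share Cd63, Ctsb and Ctsd, both rose. Of 20 lipid-associated macrophage genes, 16 rose and 1 fell in both counts (median 1.53, camera adjusted p = 9.74e-14, and adjusted p = 0.236 with an estimated correlation). Ctsd, the lysosomal protease cathepsin D (ENSMUSG00000007891, chromosome 7, 142375911 to 142388038), rose from 574 ± 134 to 7830.1 ± 1691 CPM (3.71 ± 0.20, adjusted p = 1.37e-06), and Spp1, osteopontin, from 36.8 ± 10.3 to 748 ± 137 CPM (4.20 ± 0.25). Of 28 lysosome genes, 20 rose and 3 fell in both counts (median 1.12, camera adjusted p = 2.83e-11, and adjusted p = 0.236 with an estimated correlation). Among them were Atp6v0d2, a subunit of the lysosomal proton pump, at 4.41 ± 0.20 and the glycosidases Naglu and Glb1 at 3.29 ± 0.23 and 2.95 ± 0.22. Of 19 genes of granuloma, matrix and fusion, 9 rose and 6 fell in both counts (median 0.31, camera adjusted p = 0.0440, and adjusted p = 0.298 with an estimated correlation). Ctsk, the protease cathepsin K, rose by 3.99 ± 0.23 and Lyz2, a lysozyme, by 2.10 ± 0.25.

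Of the lists of energy metabolism, oxidative phosphorylation and glycolysis moved up. Of 30 genes of oxidative phosphorylation, 25 rose and 0 fell, and 26 and 0 adjusted over the list alone (median 0.85, camera adjusted p = 1.81e-07, and adjusted p = 0.526 with an estimated correlation). Ndufa1, a subunit of respiratory complex I, rose by 2.37 ± 0.29 and Cox5a, of cytochrome c oxidase, by 1.33 ± 0.19. Of 20 genes of glycolysis, 10 rose and 1 fell in both counts (median 0.83, camera adjusted p = 0.00107, and adjusted p = 0.236 with an estimated correlation). The glycolytic enzymes Aldoa and Gapdh rose from 233 ± 68.5 to 842 ± 114 CPM (1.81 ± 0.18) and from 343 ± 100 to 1174 ± 322 CPM (1.72 ± 0.19). Of 7 genes of the pentose phosphate pathway, 4 rose and 1 fell in both counts, with Pgls at 1.15 ± 0.17 and Pgd at −0.82 ± 0.16 (median 0.59, camera adjusted p = 0.308, and 0.526 with an estimated correlation). Of 42 genes of mTORC1 signalling, 16 rose and 7 fell in both counts (median 0.25, camera adjusted p = 0.309, and 0.605 with an estimated correlation). Ddit4, an inhibitor of mTORC1, rose by 2.08 ± 0.21, and Gclc, the first enzyme of glutathione synthesis, fell by 2.36 ± 0.17. Of 20 targets of the stress factor ATF4, 5 rose and 7 fell in both counts (median −0.21, camera adjusted p = 0.369, and 0.738 with an estimated correlation), Atf4 by 1.46 ± 0.18. Of 37 ribosomal protein genes, 0 rose and 3 fell, and 0 fell adjusted over the list alone (median −0.16, camera adjusted p = 0.322, and 0.910 with an estimated correlation). Rpl12 was among the 3 at −0.59 ± 0.18. Of 15 proliferation genes, 2 rose and 2 fell in both counts (median 0.09 while camera pointed down, adjusted p = 0.880, and 0.910 with an estimated correlation). Birc5 rose by 2.15 ± 0.53, and Mki67 fell by 1.63 ± 0.24.

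Inflammatory genes fell. Of 22 genes of inflammatory cytokines and NF-kB, 18 fell and 1 rose in both counts (median −2.23, camera adjusted p = 1.42e-16, and adjusted p = 0.236 with an estimated correlation). Tnf, a cytokine of granuloma formation (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007), fell from 806 ± 260 to 63.2 ± 3.90 CPM (−3.70 ± 0.24, adjusted p = 2.64e-06), and the monocyte-attracting chemokines Ccl2 and Ccl7 fell from 4542 ± 1049 to 597 ± 179.9 CPM (−3.00 ± 0.21) and from 4482 ± 496 to 461 ± 140.1 CPM (−3.40 ± 0.22). Of 21 genes of the interferon gamma response, 15 fell and 1 rose in both counts (median −1.45, camera adjusted p = 1.22e-05, and adjusted p = 0.298 with an estimated correlation). Among them were the transcription factor Irf1 at −2.34 ± 0.19 and the chemokine Cxcl10 at −2.99 ± 0.30. Of 18 genes of the interferon alpha response, 15 fell and 0 rose, and 15 and 1 adjusted over the list alone (median −1.96, camera adjusted p = 5.51e-07, and adjusted p = 0.236 with an estimated correlation). Among them were the antiviral genes Ifih1 and Rsad2 at −3.11 ± 0.20 and −3.03 ± 0.27. Of 14 JAK/STAT3 genes, 9 fell and 0 rose, and 10 and 0 adjusted over the list alone (median −1.14, camera adjusted p = 0.000478, and adjusted p = 0.236 with an estimated correlation). Among them were Stat3 at −1.73 ± 0.17 and its target Socs3 at −2.06 ± 0.26. Of 10 genes of MHC class II, 7 fell and 1 rose in both counts (median −1.14, camera adjusted p = 0.0771, and 0.605 with an estimated correlation). The antigen-presenting H2-Ab1 fell by 1.35 ± 0.28, and the protease Ctss rose by 1.49 ± 0.18. The dissociation stress genes, early-response and heat-shock genes that the making of a cell suspension can induce, fell beside these, 9 of 19 in both counts with none higher (median −0.61, camera adjusted p = 0.00664, and adjusted p = 0.605 with an estimated correlation). Among them were Egr1 at −3.01 ± 0.41 and Zfp36 at −1.95 ± 0.23.

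Genes of the resident macrophage and monocyte lists fell too in this class. Of 16 resident macrophage genes, 11 fell and 2 rose in both counts (median −1.02, camera adjusted p = 0.000335, and adjusted p = 0.236 with an estimated correlation), F13a1 by 2.96 ± 0.25 and Cd163, a haemoglobin scavenger receptor, by 2.03 ± 0.22. Of 12 genes of alternative activation, 10 fell and 1 rose in both counts (median −1.81, camera adjusted p = 0.00107, and adjusted p = 0.281 with an estimated correlation). Among them were Retnla at −3.38 ± 0.31 and the chemokine Ccl24 at −3.09 ± 0.39. Of 11 monocyte genes, 10 fell and 0 rose in both counts (median −1.72, camera adjusted p = 0.00107, and adjusted p = 0.383 with an estimated correlation). Among them were Ifitm3 at −1.99 ± 0.17 and Fn1, fibronectin, at −2.75 ± 0.47. No cluster of the class was enriched for the monocyte markers Ly6c2, Ccr2, Plac8 or Ms4a4c. A dendritic-like cluster of 1136 cells, led by Ccl17 and Ccl22, was enriched for a fraction of 0.75 of them. The fall therefore does not measure monocytes. In dendritic-like cells 5 of 15 monocyte genes rose and 0 fell, and 7 and 3 adjusted over the list alone (median 0.29, camera adjusted p = 0.00715, and 0.611 with an estimated correlation). Of 11 complement genes, 7 fell and 2 rose in both counts (median −2.04, camera adjusted p = 0.000678, and adjusted p = 0.323 with an estimated correlation). The receptor C5ar1 was among them at −2.17 ± 0.17. Over the 34 lists, camera called 10 higher and 9 lower with the preset correlation and 0 with an estimated one. In cells picked by Cd68 and Adgre1 UMIs 21 lists were called with the preset correlation, but not those of monocytes (6 of 14 fell, 0 rose, median −0.52, adjusted p = 0.0849), dissociation stress (median −0.13, adjusted p = 0.187) and granuloma, matrix and fusion (7 rose and 6 fell, adjusted p = 0.0792), whose median changed sign to −0.13. The lists of MHC class II, ribosomal proteins and neutrophil, dendritic and Langerhans markers were called lower there. Medians were smaller than in the class for the patient lipid genes (0.55), cholesterol biosynthesis (0.64), resident macrophage genes (−0.54), alternative activation (−1.04) and complement (−0.75). The lists are not independent, since 28 pairs of them share genes. The lipid genes named for the mice, those of patients and cholesterol biosynthesis share 9 genes in each pair, and mTORC1 signalling shares 9 with ATF4 targets and 8 each with glycolysis and cholesterol biosynthesis. The lipid-associated macrophage list shares 4 with lipid uptake and storage, among them Fabp5, 3 with the lysosome list and 2, Spp1 and Lgals3, with the granuloma list. The alternative activation list shares 4 with the dendritic markers and Mrc1 with the resident macrophage list. These lists and that of MHC class II also hold markers used to name the classes, such as Gpnmb, Trem2, Cd163, Mrc1, Lyz2 and H2-DMb2.

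The largest changes named single genes of diverse function. Gpnmb, a glycoprotein of lysosome-rich macrophages (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), rose from 23.1 ± 28.3 to 6012 ± 2399 CPM (7.99 ± 0.63, edgeR adjusted p = 8.32e-06). Bex1 (ENSMUSG00000050071, chromosome X, 136213972 to 136215513) had 3850 counts in KO and 2 in WT, a ratio of counts per UMI of 557 (95% counting interval 154 to 4600). Mgll, a lipase that splits monoacylglycerol, had 1765 counts in KO and 3 in WT, a ratio of 170.2 (58.1 to 826), and the translation factor Eef1a2 had 1008 and 2, a ratio of 146 (40.3 to 1206). Syngr1 rose from 23.6 ± 5.66 to 914 ± 343 CPM (5.27 ± 0.31). Ccdc148, Cela1, Htra1, Klra3 and Npy rose by between 5.13 (Npy) and 6.37 (Ccdc148) on the log2 scale. The size is uncertain where the WT level is near 0: Ccdc148 in macrophage/monocyte-like cells, at 0.521 ± 0.903 CPM in WT, ranged from 5.51 to 10.67 with each library left out in turn. Gpnmb, Syngr1 and Bex1 are also leading genes of the cluster that held most cells of Tsc2 KO 2 and 3. Cxcl13, a chemokine that attracts B cells (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068), fell from 342 ± 189 to 4.21 ± 3.83 CPM (−6.47 ± 0.33), and Lyve1, a hyaluronan receptor (chromosome 7, 110850607 to 110863239), from 301 ± 139 to 17.4 ± 18.2 CPM (−4.59 ± 0.54). Mucl1 was at −5.36 ± 0.63, Vsig4, a complement receptor, at −4.401 ± 0.31, the interferon-induced Ifit1 and Oasl1 at −4.29 ± 0.54 and −3.85 ± 0.50, and the complement gene C4b at −3.80 ± 0.31. Cxcl13, Lyve1, Vsig4, Ifit1, Oasl1 and Tnf are likewise leading genes of the clusters that held most WT cells.

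**Figure D3:**
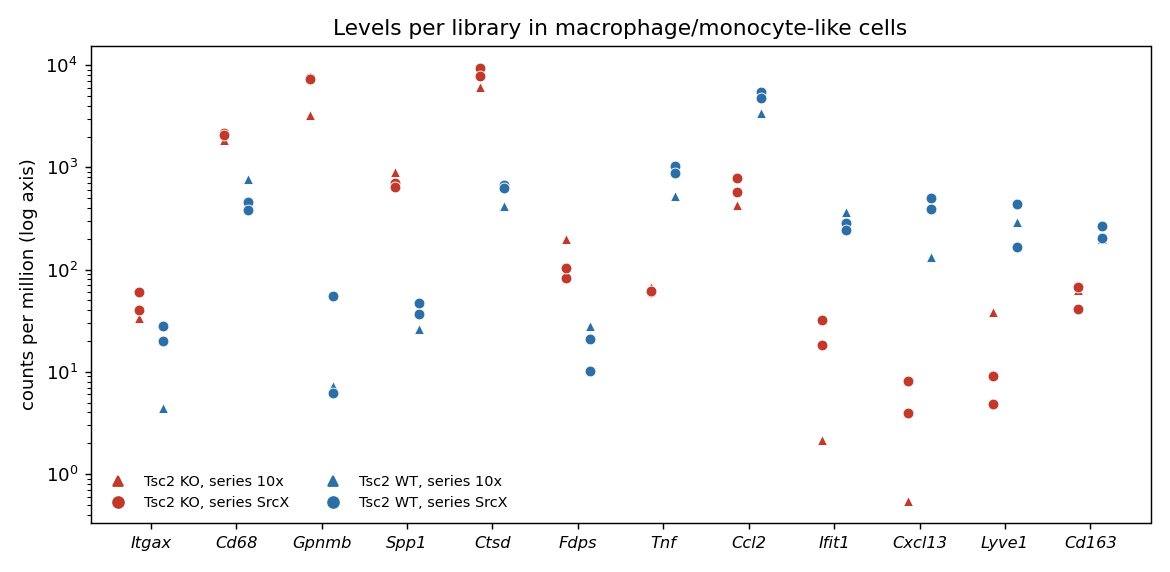
CPM (y axis, log scale) of 12 genes (x axis) in macrophage/monocyte-like cells of each library, with Tsc2 KO in red and Tsc2 WT in blue, triangles for the 10x and circles for the SrcX batch. Gpnmb stood at a mean of 6012 CPM in KO against 23.1 in WT and Tnf at 63.2 against 806.

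Markers of other cell types in the macrophage/monocyte-like class moved both ways. Of 7 mast cell markers, 5 rose and 0 fell, and 5 and 1 adjusted over the list alone (median 2.26, camera adjusted p = 0.308, and 0.803 with an estimated correlation), at low levels: Cma1 rose from 4.11 ± 1.53 to 19.7 ± 18.6 CPM. Of 11 T cell markers, 6 fell and 2 rose in both counts (median −1.65, camera adjusted p = 0.288, and 0.686 with an estimated correlation). The 2 that rose were Cd4, from 7.30 ± 3.51 to 185 ± 143 CPM (4.84 ± 0.51), and Cd28, by 1.83 ± 0.28, while Trbc2 of the T cell receptor fell by 2.16 ± 0.52. Of 5 Langerhans markers, 1 rose and 2 fell, and 1 and 3 adjusted over the list alone (median −1.25, camera adjusted p = 0.775, and 0.827 with an estimated correlation). Among them were Mfge8, a bridging protein for apoptotic cells, at 5.07 ± 0.39 and Cd207 at −2.78 ± 0.43. Of 10 dendritic markers, 5 fell and 0 rose, and 6 and 0 adjusted over the list alone (median −1.36, camera adjusted p = 0.0712, and 0.526 with an estimated correlation). Of 11 keratinocyte markers, 5 fell and 0 rose in both counts (median −1.06, camera adjusted p = 0.0545, and 0.605 with an estimated correlation). Of 5 neutrophil markers, 4 fell and 0 rose, and 4 and 1 adjusted over the list alone (median −1.04, camera adjusted p = 0.136, and 0.526 with an estimated correlation). Of 5 fibroblast markers, 1 rose and 1 fell in both counts (median 0.39 while camera pointed down, adjusted p = 0.920, and 0.925 with an estimated correlation), and of 2 endothelial markers, 1 rose and 1 fell in both counts (median 0.29, camera adjusted p = 0.894, and 0.910 with an estimated correlation).

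The other classes show what differed beside the macrophage/monocyte-like cells. In dendritic-like cells 430 of 9982 genes were higher and 391 lower in KO (edgeR), in 1384 KO and 1379 WT cells. The number of genes changed in dendritic-like cells was 233, 243 and 247 without Tsc2 KO 2, Tsc2 WT 2 and Tsc2 WT 3. Klk1b11 rose from 0.573 ± 0.993 to 75.5 ± 53.1 CPM (6.88 ± 0.41, adjusted p = 3.44e-06), the adhesion gene Cadm1 from 14.3 ± 4.88 to 84.9 ± 17.3 CPM (2.55 ± 0.19) and Ms4a7 by 2.87 ± 0.23, while Fnbp1l, Flt1 and Zbtb18 fell by 2.02 ± 0.18, 2.40 ± 0.23 and 1.85 ± 0.18. Of 25 proliferation genes, 16 rose and 0 fell, and 23 and 0 adjusted over the list alone (median 1.24, camera adjusted p = 1.01e-16, and adjusted p = 0.323 with an estimated correlation). A cluster led by cell cycle genes held 11, 60 and 47 of the dendritic-like cells in Tsc2 KO 1, 2 and 3 and 3, 31 and 45 in Tsc2 WT 1, 2 and 3. Of 28 lysosome genes, 12 rose, and 16 adjusted over the list alone, with none lower (median 0.81, camera adjusted p = 1.11e-10, and adjusted p = 0.441 with an estimated correlation). Genes of macrophages rose with them. Of 20 lipid-associated macrophage genes, 11 rose and 1 fell, and 12 and 3 adjusted over the list alone (median 1.18, camera adjusted p = 8.34e-09, and adjusted p = 0.441 with an estimated correlation), and of 14 resident macrophage genes, 6 rose and 1 fell in both counts (median 0.68, camera adjusted p = 0.00128, and adjusted p = 0.441 with an estimated correlation). Of 24 inflammatory genes, 10 fell and 1 rose, and 14 and 4 adjusted over the list alone (median −0.93, camera adjusted p = 6.37e-05, and adjusted p = 0.441 with an estimated correlation). Unlike in macrophage/monocyte-like cells, 8 of 19 dissociation stress genes rose and 0 fell, and 9 and 0 adjusted over the list alone (median 0.46, camera adjusted p = 6.21e-07, and adjusted p = 0.213 with an estimated correlation).

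In fibroblast-like cells of the SrcX batch, 584 of 10263 genes were higher and 438 lower in KO, with 2 libraries per group, in 1679 KO and 693 WT cells. The number of changed genes was 1952 without Tsc2 KO 3, 298 without Tsc2 WT 2 and 264 without Tsc2 WT 3. C4b of the complement system (chromosome 17, 34728380 to 34743882) rose from 50.4 ± 8.95 to 757 ± 198 CPM (3.89 ± 0.26, edgeR adjusted p = 1.48e-06) and Tmem176b by 4.90 ± 0.33, and Csf2rb2 had 744 counts in KO and 3 in WT, a ratio of 76.0 (95% counting interval 25.9 to 369). A cluster led by Prg4, Comp and Mgp, with C3 among its leading genes, held 637 of 938 and 308 of 741 of these cells in Tsc2 KO 2 and 3 and 125 of 394 and 135 of 299 in Tsc2 WT 2 and 3, and the changes were not tested within clusters. F13a1, the collagen gene Col11a1 and the transcription factor Foxd1 fell by 3.07 ± 0.21, 2.26 ± 0.20 and 2.63 ± 0.25. Whether RNA from other cells in the droplets contributed to the counts of F13a1 and Csf2rb2 was not tested. Of 9 complement genes, 7 rose and 0 fell in both counts (median 2.02, camera adjusted p = 5.58e-21, and adjusted p = 0.299 with an estimated correlation). Of 21 genes of cholesterol biosynthesis, 13 fell and 0 rose, and 16 and 0 adjusted over the list alone (median −1.37, camera adjusted p = 2.09e-14, and adjusted p = 0.299 with an estimated correlation). Of 12 proliferation genes, 9 fell and 0 rose in both counts (median −1.83, camera adjusted p = 2.75e-15, and adjusted p = 0.299 with an estimated correlation). The 4 mast cell markers tested rose beside these (median 3.58), and 11 of 19 dissociation stress genes rose (median 0.75).

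In keratinocyte-like cells 19 of 11243 genes were higher and 59 lower in KO (edgeR; 35 and 97 with DESeq2), and 14, 7, 14 and 16 genes changed without Tsc2 KO 1, Tsc2 KO 2, Tsc2 WT 1 and Tsc2 WT 2. The epidermal protease inhibitor Cst6 fell by 2.41 ± 0.17 and Gk5 by 2.29 ± 0.25, and Cd207, the Langerhans cell lectin, had 0 counts in KO and 603 in WT, a ratio of WT to KO of at least 82.3 by the 95% counting interval, with a WT level of 228 ± 379 CPM that was very uneven between libraries. Lyz2, Selenop and the matrix protease Mmp3 rose by 3.88 ± 0.37, 2.13 ± 0.23 and 1.68 ± 0.28. RNA from other cells in the droplets was not tested as a source of the Cd207 and Lyz2 counts. Of 24 genes of cholesterol biosynthesis, 6 fell and 0 rose, and 19 and 0 adjusted over the list alone (median −0.91, camera adjusted p = 4.21e-30, and adjusted p = 0.150 with an estimated correlation). Of 19 genes of fatty acid and glycerolipid synthesis, 4 fell and 0 rose, and 11 and 0 adjusted over the list alone (median −0.79, camera adjusted p = 9.76e-12, and adjusted p = 0.181 with an estimated correlation). A cluster with the fatty acid genes Scd1 and Elovl6 among its leading genes held 0, 37 and 79 of the keratinocyte-like cells in Tsc2 KO 1, 2 and 3 and 4, 170 and 170 in Tsc2 WT 1, 2 and 3, and the lists were not tested within clusters. Of 7 mast cell markers, 3 rose beside these (median 3.14). The cholesterol list went up in macrophage/monocyte-like cells and down here and in fibroblast-like cells, and the difference at the level of the list was not tested for these classes.

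In T cell-like cells 138 of 9132 genes were higher and 10 lower (edgeR), in 1597 KO and 2157 WT cells, and 79, 278, 31 and 38 genes changed without Tsc2 KO 2, Tsc2 KO 3, Tsc2 WT 2 and Tsc2 WT 3. Apoe and Lyz2, abundant in macrophages, rose from 41.2 ± 9.56 to 240.2 ± 45.2 CPM (2.62 ± 0.19) and from 31.8 ± 26.7 to 295 ± 186 CPM (3.37 ± 0.26), and the heat-shock gene Hspa1b from 482 ± 118 to 1859 ± 68.8 CPM (2.04 ± 0.17). Tesc, Rbp4 and Crip2 fell by 0.94 ± 0.14, 2.47 ± 0.40 and 1.21 ± 0.20. Il17a and Il17f were among the higher genes. The cluster that they lead held 2 of 514, 99 of 315 and 270 of 768 cells in Tsc2 KO 1, 2 and 3. In Tsc2 WT 1, 2 and 3 it held 0 of 434, 164 of 691 and 214 of 1032. The changes were not tested within clusters. Of 19 dissociation stress genes, 9 rose and 0 fell, and 13 and 0 adjusted over the list alone (median 0.66, camera adjusted p = 8.88e-27), and this call held with an estimated correlation (adjusted p = 0.0409). Markers of other cells rose here too, 7 of 17 lipid-associated macrophage genes (median 1.07) and 4 of 6 mast cell markers (median 1.92).

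In mast cell-like cells, with 3 KO and 2 WT libraries, 66 of 1805 genes were higher and 35 lower, and 46, 26 and 26 genes changed without Tsc2 KO 1, 2 and 3. The chemokines Cxcl2 and Ccl4 and the interferon-induced Isg15 rose by 3.27 ± 0.38, 3.30 ± 0.46 and 3.90 ± 0.47, and the early-response genes Egr1 and Ier2 and the cytokine Il6 fell by 2.51 ± 0.32, 1.63 ± 0.31 and 1.80 ± 0.29. Of 18 dissociation stress genes, 4 fell and 0 rose in both counts (median −0.36, camera adjusted p = 0.000170, and adjusted p = 0.383 with an estimated correlation). In endothelial-like cells, with 2 libraries per group, 5 of 3718 genes were higher and 1 lower (edgeR; 273 at an unadjusted p under 0.05), and 35, 34, 19 and 39 changed without Tsc2 KO 2, Tsc2 KO 3, Tsc2 WT 2 and Tsc2 WT 3. Igfbp3 and Pgf rose by 3.15 ± 0.46 and 2.80 ± 0.53, Npy fell by 3.08 ± 0.45, and Lyz2 had 257 counts in KO and 1 in WT, a ratio of 107 (95% counting interval 19.1 to 4257). RNA from other cells in the droplets was not tested as a source of these Lyz2 counts. In mural-like cells, also with 2 libraries per group, the heat-shock genes Hspa1b and Hspa1a rose by 2.99 ± 0.41 and 3.59 ± 0.51 and Pcdh10 fell by 2.68 ± 0.44, the only 3 of 2194 genes called with edgeR, while DESeq2 called 1. Without Tsc2 KO 2 and Tsc2 KO 3, 50 and 41 genes changed, and 0 without Tsc2 WT 2 or Tsc2 WT 3. With 1 library left in a group, that library is assumed to vary like those of the other group.

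**Figure D4:**
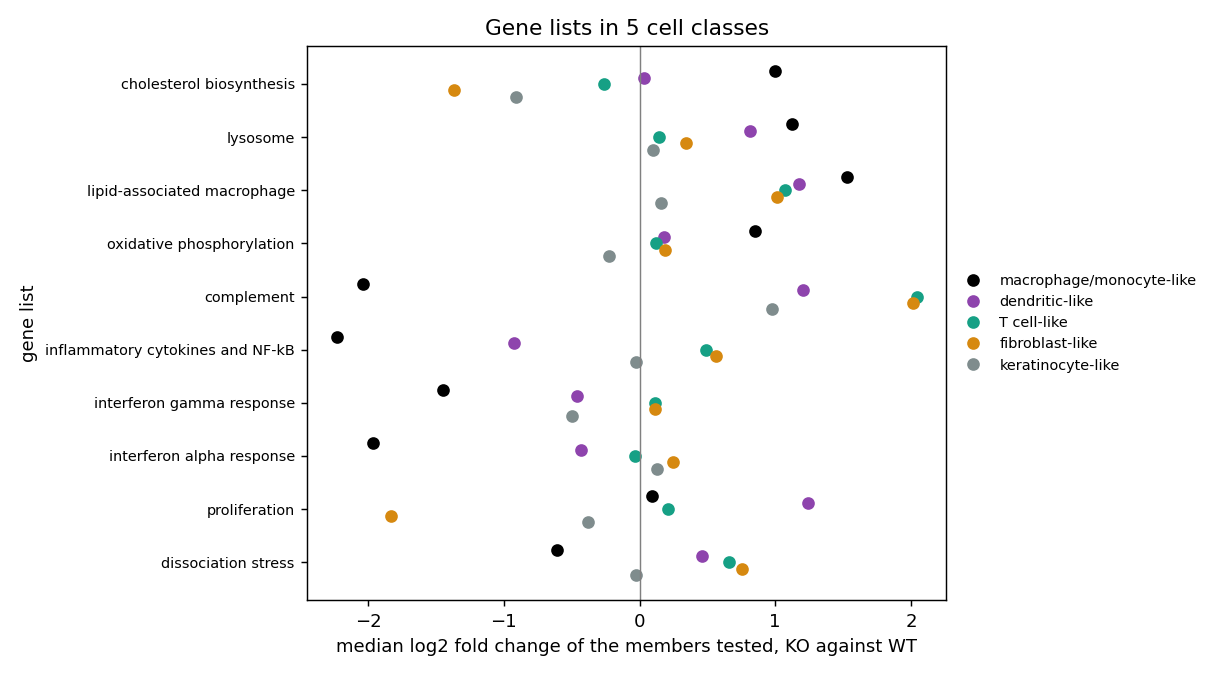
Median log2 fold change of KO against WT (x axis) over the tested members of 10 gene lists (y axis) in 5 cell classes (colours). Cholesterol biosynthesis lies at 1.002 in macrophage/monocyte-like, −1.37 in fibroblast-like and −0.91 in keratinocyte-like cells, and proliferation at 1.24 in dendritic-like and −1.83 in fibroblast-like cells.

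Whether the genotype effect in macrophage/monocyte-like cells differed from that in T cell-like cells of the same libraries was tested directly. Of 10717 genes, 886 had a higher and 931 a lower effect in macrophage/monocyte-like cells (edgeR interaction with library as a block). Relative to T cell-like cells, 10 of 23 genes of cholesterol biosynthesis were higher and 0 lower, and 14 and 0 adjusted over the list alone (median 1.26, camera adjusted p = 1.39e-06, and adjusted p = 0.233 with an estimated correlation). Of 30 genes of oxidative phosphorylation, 17 were higher and 0 lower, and 21 and 0 adjusted over the list alone (median 0.81, camera adjusted p = 5.14e-10, and adjusted p = 0.276 with an estimated correlation). Of 22 inflammatory genes, 17 were lower and 0 higher, and 19 and 0 adjusted over the list alone (median −2.92, camera adjusted p = 5.14e-10, and adjusted p = 0.224 with an estimated correlation). Of 19 dissociation stress genes, 16 were lower and 0 higher in both counts (median −1.48, camera adjusted p = 2.68e-08, and adjusted p = 0.375 with an estimated correlation). The number of genes was 1102, 958, 619 and 659 without Tsc2 KO 2, Tsc2 KO 3, Tsc2 WT 2 and Tsc2 WT 3, and 3006 in the SrcX libraries alone.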

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

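The tests of free RNA, of dissociation and of the other splits of the libraries for macrophage/monocyte-like cells, T cell-like cells and their difference were chosen after the result was seen.

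The genotype effect differed between macrophage/monocyte-like and T cell-like cells for 1817 genes (edgeR interaction). The 6 libraries make 10 splits into groups of 3, which are too few for a share under 0.05. Every other split mixes KO with WT libraries, so that a genotype effect adds to the spread within its groups and lowers its count. The rank therefore does not test the call. The real split ranked 1 of 10, and the highest of the other splits gave 0 genes.

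Several genes rose in one class and fell in another, with the difference tested as an interaction in edgeR. The complement gene C4b was lower in KO macrophage/monocyte-like cells by −3.80 and higher in fibroblast-like cells by 3.89, a difference of −7.29 on the log2 scale (adjusted p = 9.71e-16), and Tmem176b was at −0.95 and 4.90, a difference of −5.86 (adjusted p = 6.48e-14). In mast cell-like cells the chemokines Cxcl2 and Ccl4 and the interferon-induced Isg15 rose, and in macrophage/monocyte-like cells they fell, with differences of −5.30 (adjusted p = 1.24e-13), −5.92 (adjusted p = 1.56e-15) and −5.89 (adjusted p = 9.99e-19). The heat-shock gene Hspa1b differed by −5.06 against mural-like cells (adjusted p = 2.57e-18) and by −3.48 against T cell-like cells (adjusted p = 0.00102). Against endothelial-like cells the neuropeptide gene Npy differed by 8.003 (adjusted p = 1.50e-29) and the growth factor gene Pgf by −5.16 (adjusted p = 6.87e-13). The comparisons with fibroblast-like, endothelial-like and mural-like cells rest on 2 libraries per group.

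Inflammatory genes were lower in KO macrophage/monocyte-like cells, with a median log2 fold change of −2.23. A weaker response to dissociation in the KO libraries would lower the dissociation stress genes in every class. Their median was 0.66 in T cell-like, 0.754 in fibroblast-like, 0.46 in dendritic-like and 0.31 in mural-like cells, which argues against a weaker response shared by all cells of the KO libraries. It was −0.03 in keratinocyte-like and −0.13 in endothelial-like cells, with no gene called, and it fell in mast cell-like cells (−0.36, camera adjusted p = 0.000170) as in macrophage/monocyte-like cells (−0.61), so that a weaker response of these 2 classes alone stays open. The naming of the class by clusters was tested in cells picked by Cd68 and Adgre1 UMIs, where the inflammatory median was −2.36 (camera adjusted p = 1.93e-19). Of these cells, picked without thinning, 1244 of 1629 in KO and 495 of 697 in WT were already of the class. They made up 60.7% of the class in KO and 30.3% in WT. The picked cells are thus neither independent of the naming nor picked evenly, and the value does not decide on the naming as the cause. In the same cells the dissociation stress genes were not called (median −0.13, camera adjusted p = 0.187). Since 5 of 19 still fell and 1 rose, this does not decide on a weaker response of these cells. A response to the loss of Tsc2, a different mixture of macrophage kinds in the 2 groups and the gap in depth were not separated here and stay open.

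Genes of macrophages and mast cells, such as Lyz2, Apoe and Cma1, were among the 138 genes higher in KO T cell-like cells. Free RNA from other cells in the droplets could raise them. Scaled by Lyz2, whose level in T cell-like cells was between 1.44% and 2.51% of that of the library, free RNA reached 50% of the rise for 16 of 137 genes (11.7%), among them Apoe, C1qb, Cma1, Tpsab1 and Gpnmb. For the other genes the test argues against free RNA as the main source, and for these 16 it stays open. A different mixture of T cell clusters in the groups was not separated from a change within cells and stays open. Free RNA was not tested in the other classes. The 10 splits are too few for a share under 0.05, and the others mix the genotypes, which lowers their counts. The real split ranked 1 of 10 with 148 genes, and the highest of the other splits gave 3.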

How the results depend on the processing

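The counting of Cd3-low, Langerhans-like, mast cell-like and NK/ILC-like cells by pairs of genes, the thinning to 500 UMIs and the T cell class with the Cd3-low clusters were chosen after the result was seen; the other alternatives were planned. No paired analysis was possible because the replicate numbers follow the order of deposition and the labels pair no samples. Of the settings of single named genes, 741 kept direction and side of the threshold, 26 lost and 5 gained the call and 7 changed sign. Every one of the 4903 genes changed in macrophage/monocyte-like cells that could be tested again without the batch term or in the SrcX libraries kept its direction (4717 and 4871 genes), and in cells picked by Cd68 and Adgre1 UMIs 4742 of 4771 did (3406 of the 3407 called in both). The depth of the classes limits the other tests: 1805 genes could be tested in mast cell-like and 2194 in mural-like cells.

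Without the batch term 1277 genes were higher and 1209 lower in macrophage/monocyte-like cells and 1059 changed in the other classes, against 2179. With the same number of cells per library, which leaves fewer counts, the numbers were 1317, 1363 and 789. The other classes gave 1422 genes with DESeq2 and 4014 without a filter on low counts. The difference between classes held 3006 genes in the SrcX libraries, 3075 against fibroblast-like, 2947 against keratinocyte-like cells and 2039 with the Cd3-low clusters in the T cell class. With an estimated correlation 0 lists passed, and the adjusted p was 0.236 for the lipid genes named for the mice and 0.526 for both the patient genes and cholesterol biosynthesis. In the SrcX libraries the patient genes had a median of 0.55 (adjusted p = 0.192). Adgre1 in macrophage/monocyte-like cells changed sign without a filter on low counts (0.0184). Srebf1 in macrophage/monocyte-like cells did so at Leiden resolution 2 (−0.000809), with scaling over all cells (−0.0557) and in cells picked by UMIs (−0.148), where Itgax in macrophage/monocyte-like cells was at −0.0877. The share of macrophage/monocyte-like cells was −0.977 points in the SrcX libraries. That of dendritic-like cells was 4.08 points with the strict filter, 3.74 with scaling over all cells and 1.09 in the SrcX libraries, and that of neutrophil-like cells 0.0325 at Leiden resolution 0.5. The cause was not tested.

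With each library left out in turn, between 1583 and 2791 genes were higher and between 1757 and 2676 lower in macrophage/monocyte-like cells, and between 18 and 20 lists passed. The medians ranged from 0.98 to 1.39 for the mouse lipid genes, 0.74 to 1.14 for the patient genes and 0.79 to 1.23 for cholesterol biosynthesis, and were 0.87, 0.55 and 0.64 in cells picked by Cd68 and Adgre1 UMIs. Between 676 and 3373 genes changed in the other classes and between 619 and 2320 differed between classes. Adgre1 in macrophage/monocyte-like cells ranged from −0.173 to 0.0365 (0.00399 without Tsc2 KO 1, 0.0365 without Tsc2 KO 2). The differences in shares ranged from −0.110 to 11.1 points for macrophage/monocyte-like, −4.81 to 5.60 (5.595 without Tsc2 KO 1, 1.53 without Tsc2 WT 2, 2.38 without Tsc2 WT 3) for dendritic-like, −20.0 to 1.83 for T cell-like, −0.465 to 0.0540 for neutrophil-like, −3.93 to −1.75 for Langerhans-like, 2.88 to 5.04 for NK/ILC-like and 14.3 to 27.9 for mast cell-like cells.

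The selection of clusters with more macrophage than monocyte markers left out no cluster and so tests nothing. The strict filter left no neutrophil-like cluster and gave no value for that share.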

Other observations

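The counts by pairs of genes, the comparison of the Cd3-low clusters and the tests of Langerhans-like cells were chosen after the result was seen.

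Cells with a UMI of both Cd68 and Gpnmb, a pair chosen because Gpnmb was among the genes with the largest rise, were 12.8% ± 4.30 of kept cells in KO and 0.190% ± 0.0998 in WT after thinning to 1000 UMIs (SD, n = 3 each; exact permutation p = 0.1), 17.0 points more in the 10x and 10.5 points more in the SrcX batch. T cell-like cells held 0 of 1429 in KO, which allows up to 0.210%, and 0 of 1997 in WT, which allows up to 0.150%. Within macrophage/monocyte-like cells they were 49.6% ± 9.66 and 0.533% ± 0.701 (exact permutation p = 0.1). Cells of this class with Cd68 and Cd163, a receptor of resident macrophages, were 4.52% ± 1.15 in KO and 8.99% ± 1.63 in WT (exact permutation p = 0.1), but overlapped without thinning (exact permutation p = 0.5).

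Cells with Gata3 and Rora, transcription factors of type 2 lymphoid cells, were 2.50% ± 1.34 of kept cells in KO and 9.32% ± 2.95 in WT (exact permutation p = 0.1), with KO minus WT at −2.33 points in the 10x and −9.05 points in the SrcX batch. The Cd3-low clusters, led by Il5, Il13 and Gata3, held 9, 19 and 102 cells in Tsc2 KO 1, 2 and 3 and 33, 831 and 760 in Tsc2 WT 1, 2 and 3. Cells with the mast cell genes Cma1 and Cpa3 were 7.09% ± 4.98 in KO and 0.525% ± 0.186 in WT (exact permutation p = 0.1), but overlapped when thinned to 2000 UMIs (exact permutation p = 0.2), above the median depth of mast cell-like cells (912 in KO and 732 in WT). Cells with Gzma and Nkg7, genes of cytotoxic cells, overlapped between the groups at 1.68% ± 0.843 and 0.522% ± 0.487 (exact permutation p = 0.2), with KO minus WT at −0.166 points in the 10x and 1.82 points in the SrcX batch, unlike the share of the NK/ILC-like class, while thinned to 2000 UMIs they did not overlap (exact permutation p = 0.1).

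Langerhans-like cells were fewer in the KO libraries, with 6, 1 and 2 cells in Tsc2 KO 1, 2 and 3 and 47, 65 and 69 in Tsc2 WT 1, 2 and 3. Dilution by other immune cells and less epidermis in the KO suspensions could each lower the share. Per 100 dendritic-like cells the ratio of KO to WT was 0.185 in the 10x and 0.0216 in the SrcX batch, which argues against dilution as the whole cause. Per 100 keratinocyte-like cells it was 0.290 and 0.0365. Keratinocyte-like cells are those that remained despite a sort for CD45, so their number need not follow the amount of epidermis. This ratio therefore does not decide on less epidermis, which stays open. The 10x batch has 1 library per group. Over both batches both measures overlapped, with Tsc2 KO 1 at 19.4 against 10.9 and 9.36 in Tsc2 WT 2 and 3 per 100 dendritic-like cells, and at 27.3 against 8.68 and 7.03 per 100 keratinocyte-like cells. The ratios within batches were taken after this was seen. A loss of these cells, which express CD11c, in the knockout, fewer cells leaving the epidermis alive and a lower level of the naming markers were not tested and stay open. Counts in intact epidermis, which these data lack, would tell the first from the second.

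For the counts in other classes, too, the 10 splits are too few for a share under 0.05. The other splits mix KO with WT libraries, which adds any genotype effect to the spread within groups and lowers their counts of genes. The ranks below therefore do not test the calls. The real split of dendritic-like cells gave 821 genes and ranked 1, and the highest other gave 1. That of keratinocyte-like cells gave 78 genes and ranked 1, and the highest other gave 26, with the libraries Tsc2 KO 1, Tsc2 WT 1 and Tsc2 WT 2 on one side. In macrophage/monocyte-like cells the real split gave 4903 genes and ranked 1, and the highest other gave 0. The number of lists past the threshold there does not separate the real split: it gave 19 lists, and 3 of the 10 splits, itself included, gave as many, with 21 lists for Tsc2 KO 1, Tsc2 KO 2 and Tsc2 WT 2 against the rest and 20 for Tsc2 KO 1, Tsc2 WT 1 and Tsc2 WT 3 against the rest. Every other split gave at least 8 lists, so a list called by camera with the preset correlation is weak evidence of a genotype effect.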
